A study of Mus musculus with 20 samples.

How the data were processed

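RNA sequencing was carried out on whole livers of 20 mice, 5 in each of 4 groups: wild-type (WT) and liver-specific Pck1-knockout (KO) mice, each on a chow diet or on a diet that induces non-alcoholic steatohepatitis (NASH diet). Pck1 encodes the cytosolic phosphoenolpyruvate carboxykinase, an enzyme of gluconeogenesis. Per the labels, the diets were given for 24 weeks and the mice were 31 to 33 weeks old. Total RNA was extracted with Trizol, RNA with an integrity number above 8 was used, and libraries followed the standard Illumina protocol, per the labels' protocols. The aligner, the counting program, the genome build, the annotation and whether counting used the strand are not given in the sources used here. The deposited table held raw counts per gene symbol, as whole numbers that summed to different totals in each library. Its column names call the diet "HFD", and these columns were matched to the NASH groups because the remaining columns named the chow diet. Each library was a separate column and no replicates were pooled. The table had 46095 gene symbols, of which 26350 had at least 1 count. No coordinates are given, because the build is not named. Reads shared between members of multigene families could be split by the counting, so the values of such genes are uncertain.

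Counts were analysed in R 4.3.3 with edgeR 4.0.16. The low-count filter of edgeR (filterByExpr, minimum count 10) kept 14440 genes, which held 99.91% of all counts. Library sizes were scaled with TMM, and 1 model with a coefficient for each of the 4 groups was fitted to all 20 libraries, so that the groups shared 1 estimate of the spread. The common biological coefficient of variation was 39%. Genes were tested with the quasi-likelihood F test and called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were WT NASH against WT chow, KO chow against WT chow, KO NASH against WT NASH, KO NASH against KO chow, and the interaction, which is the KO minus WT difference on the NASH diet less that on chow. Standard errors (SE) were obtained from the unshrunk log2 fold change and the F statistic. Values per group are CPM, counts scaled to a common library total, with TMM-scaled library sizes, as mean ± SD over 5 libraries. The deposited counts ranged from 9958935 to 20601955 per library, so that 1 CPM stood for about 10 to 21 reads, before scaling. Reads carried no molecular identifiers in the table, and statements on counting error cover that error only.

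Lists of 13 fibrosis, 13 inflammation, 15 lipid, 10 gluconeogenesis and 6 platelet-derived growth factor (PDGF) genes were tested with fry of limma 3.58.1, two-sided for direction, with Benjamini-Hochberg adjustment over 15 tests. Camera with its preset correlation of 0.01 was the alternative. The design, these lists, the rule for naming genes and the alternatives were chosen before the data were examined, as were the marker lists for female, male, circadian, red blood cell, pancreas, adipose tissue, B and T cell and fasting response genes. Genes named below are Pck1; the 3 most raised and the 3 most lowered genes of 3 comparisons (all but KO NASH against KO chow) among called genes with a mean of at least 5 CPM and no overlap between the groups; the 4 interaction genes of smallest p with that mean; and the most changed called member of each list. Predicted genes and pseudogenes were passed over in that rule. Genes outside the rule are said to be so where they appear. The results of some single genes are not reported here, while counts of genes include them.

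The labels do not give the sex of the mice. It was read from the counts: libraries with at least 100 counts over 4 Y-linked genes (Ddx3y, Kdm5d, Eif2s3y and Uty) were taken as male, and the others, which had high Xist, as female. For each library the slope of log2 CPM, relative to the mean of all libraries, on log2 exonic length was fitted over 9724 genes with a mean log2 CPM of at least 2. Lengths came from GENCODE M21, matched by symbol for 13809 (95.63%) of the tested genes. Sex and this slope were added to the model as terms, alone and together, and the libraries of each sex were also fitted alone. These settings, and a fit with KO NASH replicates 1 and 5 summed into 1 sample, were chosen after seeing the data.

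The other alternatives were size factors of the DESeq2 type (RLE) in edgeR, scaling without the 20 most abundant genes, no low-count filter, a filter of at least 5 CPM on average, DESeq2 1.42.0, limma voom with sample quality weights, only the 2 groups compared, the replicate number as a block, an added threshold of 1 on the absolute log2 fold change, and leaving out each library in turn. The procedure was tested on simulated counts for the 14440 genes, with 200 genes changed 4-fold. It recovered 79% of them for WT NASH against WT chow, 79% for KO chow against WT chow, 81% for KO NASH against WT NASH, 79.5% for KO NASH against KO chow and 50% for the interaction. False calls made up 4.82%, 3.66%, 6.9%, 5.36% and 2.91% of the calls, in the same order. Without any simulated change, edgeR called 0 genes in each comparison. In a simulation with 1 list raised and 1 lowered 2-fold in KO NASH, fry called both in KO NASH against WT NASH, and 0 of the 13 unchanged tests over 3 comparisons. All simulated counts were drawn gene by gene, without a length trend, a sex difference or correlation between genes. The simulated rates therefore do not cover errors from these sources in the real libraries. Figures were drawn with matplotlib 3.10.9.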

Results

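Liver RNA was profiled in 20 mice to examine the role of Pck1 in diet-induced steatohepatitis at the level of the transcriptome. WT and KO mice were fed chow or the NASH diet, with 5 mice per group. Library totals were 13369736 to 19226435 counts in WT chow, 9958935 to 16193657 in WT NASH, 16688365 to 20601955 in KO chow and 14238430 to 18366600 in KO NASH. Mitochondrial genes took 5.57% to 15.3% of the counts, and the 10 most abundant genes took 17.8% to 29.2%.

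The groups were not balanced in sex as read from the counts. The Y-linked genes had 2753 to 5230 counts in 13 libraries and 1 to 12 in the other 7, and Xist was at 0.104 to 0.492 CPM in the former and 357 to 1083 CPM in the latter, with unscaled library sizes. WT chow held 5 males and no female, WT NASH 1 male (replicate 4) and 4 females, KO chow 3 males and 2 females (replicates 3 and 5), and KO NASH 4 males and 1 female (replicate 2). The libraries also differed in how expression varied with gene length. The length slope was negative, from -0.34 to -0.25, in WT chow replicates 3, 4 and 5, WT NASH replicate 4 and KO chow replicates 4 and 5, and lay between 0.01 and 0.19 in the other 14. TMM factors were 0.683 to 0.849 in those 6 libraries and 0.993 to 1.32 in the other 14. Expression relative to the mean of all libraries also varied with the GC content of the genes. The Spearman correlation was -0.376 to -0.163 in the same 6 libraries and 0.0443 to 0.454 in the other 14. What is called the length trend below is therefore not separated from a trend with GC content. Values with sex and the slope as terms, and within each sex, are therefore given beside the pooled ones. Female libraries alone allowed no comparison with WT chow.

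**Figure D1:**
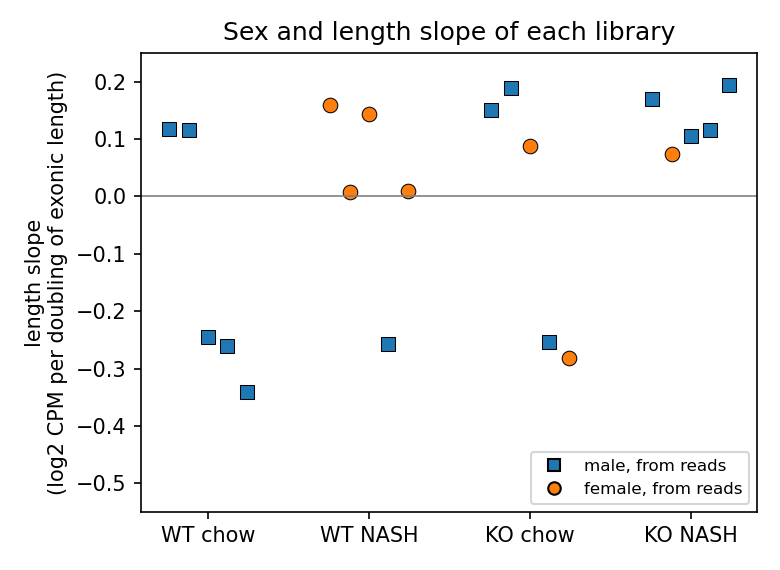
Length slope (log2 CPM per doubling of exonic length) of each of the 20 libraries by group, with squares for libraries read as male and circles for female. The 6 libraries below 0 lie at -0.25 or lower, and WT chow holds males only.

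Pck1 was measured first, as a check of the genotype labels. It was at 3573 ± 1139 CPM (n = 5) in WT chow and 626 ± 175 CPM (n = 5) in KO chow, 17.5% of the WT mean. The log2 fold change was -2.51 (SE 0.291, edgeR adjusted p = 0.00011). On the NASH diet it was at 2290 ± 511 CPM in WT and 445 ± 112 CPM in KO, 19.4% of the WT mean, with a log2 fold change of -2.36 (SE 0.289, edgeR adjusted p = 6.13e-05). In each diet all 5 KO libraries lay below all 5 WT libraries. Adding sex as a term gave log2 fold changes of -2.65 and -2.15, with the slope -2.55 and -2.44, with both -2.68 and -2.25, and in males alone -2.62 (edgeR adjusted p = 0.00259) and -2.00 (edgeR adjusted p = 0.016). In females alone, with 1 KO library, the value on the NASH diet was -2.21 and was not called (edgeR adjusted p = 0.174, in a range of 2.19e-16 to 0.174 over the alternatives). The interaction was 0.15 (edgeR adjusted p = 0.966). Counts per gene do not show whether the remaining reads come from the deleted part of Pck1.

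**Figure D2:**
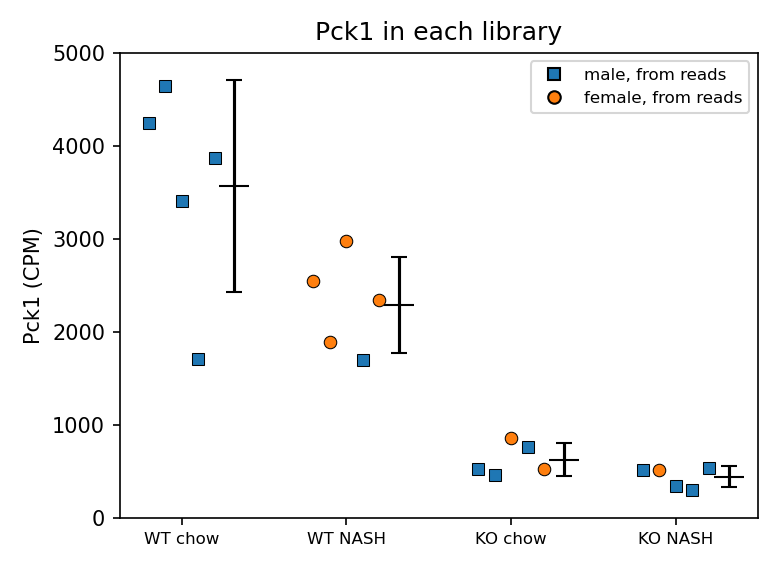
Pck1 in CPM in each of the 20 libraries by group, on a linear axis from 0, with squares for libraries read as male and circles for female; bars are the mean ± SD of 5 libraries. All KO libraries lie below 861 CPM and all WT libraries above 1701 CPM.

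WT NASH was compared with WT chow for the effect of the diet in wild-type liver. Of 14440 genes, 857 were called by edgeR, 389 higher and 468 lower on the NASH diet, and 584 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 3191, with 722 expected by chance. The highest count of any alternative was 5866, by limma voom with quality weights, and DESeq2 called 1496. The quality weights were low in WT chow replicates 1 and 2 (0.352 and 0.306), of positive slope. They were also low in WT NASH replicate 4 (0.286), of negative slope. The 5866 calls are therefore not separated from the length trend. Sex, which differed most between these groups, as a term left 161 genes (147 of them among the 857), the slope gave 1777 (826 shared) and both terms gave 718 (372 shared). Males alone, with 1 WT NASH library, gave 99 (46 shared), the lowest count. The count also rested on single libraries. It was 427, 563 and 456 without WT chow replicates 3, 4 and 5, and 509, 409, 531, 1718 and 441 without WT NASH replicates 1 to 5.

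The most raised genes in WT NASH belonged to multigene families whose counts are uncertain. Sult2a1 was at 497 ± 640 CPM against 0.0318 ± 0.0457 CPM (n = 5 each, edgeR adjusted p = 0.0362), with at most 1 count in any WT chow library, so no fold is given. Cyp3a16 was at 169 ± 233 against 0.124 ± 0.0921 CPM (log2 fold change 10.43, SE 2.92, edgeR adjusted p = 0.0394). Hamp2 was at 355 ± 342 against 8.90 ± 6.49 CPM (log2 fold change 5.31, SE 1.04, edgeR adjusted p = 0.00521). None of these was called with sex as a term (edgeR adjusted p of 0.631, 0.947 and 0.148, the ranges over the alternatives being 3.28e-05 to 0.631, 2.94e-05 to 0.947 and 5.71e-07 to 0.409). Sult2a1 and Cyp3a16 lost their call without any WT chow library or without WT NASH replicates 2 or 5, and Cyp3a16 also without WT NASH replicate 3, with edgeR adjusted p up to 0.0925 and 0.0986. In KO chow the females were at 219 to 564 CPM for Sult2a1 and 134 to 963 CPM for Cyp3a16. The KO chow males were at most at 0.290 and 0.0926 CPM, and the WT NASH male was at 0.294 and 0.883 CPM. The rise of these 2 genes in the WT NASH females therefore cannot be told apart from a sex difference.

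Among the genes lowered on the NASH diet, Cidec fell from 42.2 ± 26.7 to 0.885 ± 0.434 CPM (log2 fold change -5.54, SE 0.54, edgeR adjusted p = 8.53e-06). Cgref1 fell from 14.1 ± 10.6 to 0.349 ± 0.472 CPM (log2 fold change -5.71, SE 0.755, edgeR adjusted p = 0.000197). Cyp4a12b, of a multigene family, was at 140 ± 34.1 CPM in WT chow and 2.69 ± 5.98 CPM in WT NASH (log2 fold change -5.95, SE 1.73, edgeR adjusted p = 0.046). All 3 stayed called with sex, the slope or both as terms, and Cidec also in males alone (edgeR adjusted p = 0.0391, the highest of its alternatives, the lowest being 3.77e-27). The Cyp4a12b call was lost without WT chow replicates 3, 4 or 5, WT NASH replicates 1, 2, 3 or 5, KO chow replicates 1, 2 or 4, or KO NASH replicates 1, 3, 4 or 5, with edgeR adjusted p up to 0.113. In WT NASH replicate 4 was at 13.4 CPM and the others at no more than 0.0646 CPM, so the size of this fold rests on 1 library. Replicate 4 is the only male of its group. In KO chow the females were at 0.248 and 0.729 CPM and the males at 80.4 to 159 CPM. The fall of Cyp4a12b in the WT NASH females therefore cannot be told apart from a sex difference. The WT NASH male also lay below the WT chow males, which were at 82.2 to 172 CPM.

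KO chow was compared with WT chow for the effect of losing Pck1 without the NASH diet. edgeR called 798 genes, 438 higher and 360 lower in KO, 579 of them at least 2-fold, and 2795 had an unadjusted p under 0.05. DESeq2 called 1389, and limma voom with quality weights gave the highest count, 5836. Besides WT chow replicates 1 and 2, the weights were low in KO chow replicates 4 and 5 (0.347 and 0.215), of negative slope. The 5836 calls are thus not separated from the length trend either. Adding sex gave 844 (638 shared), the slope 1655 (784 shared) and both terms 1987 (757 shared). Males alone, 3 KO and 5 WT, gave 984 (619 shared). The count was 422 and 480 without WT chow replicates 3 and 4, and 374, 348 and 1220 without KO chow replicates 1, 2 and 5.

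Cyp2b9, of a multigene family, was at 501 ± 504 CPM in KO chow and 0.714 ± 0.900 CPM in WT chow (log2 fold change 9.41, SE 1.57, edgeR adjusted p = 0.0017). It had 1 to 37 counts per WT chow library. Serpina12 was lower, at 0.763 ± 0.835 CPM in KO chow against 59.9 ± 41.2 CPM (log2 fold change -6.31, SE 1.06, edgeR adjusted p = 0.00178). Moxd1 (0.241 ± 0.540 against 44.5 ± 19.7 CPM, log2 fold change -7.27, SE 2.07, edgeR adjusted p = 0.0438) and Hsd3b5 (0.474 ± 0.561 against 60.8 ± 37.1 CPM, log2 fold change -6.90, SE 1.96, edgeR adjusted p = 0.0429) were near the threshold. Hsd3b5 also has close paralogs. All 4 stayed called with sex, the slope or both as terms and in males alone. With limma voom the adjusted p of Cyp2b9 was 0.0674, the highest over its alternatives, where the lowest was 6.04e-13 by DESeq2. The Moxd1 call was lost without any WT chow, KO chow or KO NASH library and the Hsd3b5 call without WT chow replicates 1, 3, 4 or 5, any KO chow library, or KO NASH replicates 1, 3, 4 or 5, with edgeR adjusted p up to 0.114 and 0.102. All KO chow counts of Moxd1, 30 in number, were in replicate 2, so the size of its fold rests on 1 library.

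KO NASH was compared with WT NASH for the effect of losing Pck1 on the NASH diet. edgeR called 1393 genes, 708 higher and 685 lower in KO, 1068 of them at least 2-fold, and 3701 had an unadjusted p under 0.05. DESeq2 called 2196, and limma voom with quality weights 3434. With sex as a term the count was 625 (563 shared), with the slope 2378 (1336 shared) and with both 1499 (919 shared). Males alone, with 1 WT library, gave 2096 (644 shared), of which 25.7% were higher in KO against 50.8% in the pooled fit. Females alone, with 1 KO library, gave 17 (16 shared), the lowest count. Without WT NASH replicates 2 and 5 the count was 876 and 895, and without KO NASH replicates 1, 3 and 5 it was 783, 827 and 702.

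Cidec was raised in KO NASH, at 114 ± 25.5 CPM against 0.885 ± 0.434 CPM (log2 fold change 6.98, SE 0.571, edgeR adjusted p = 4.73e-07), and was called in males alone and in females alone (edgeR adjusted p of 0.00427 and 0.0189, in a range of 1.19e-43 to 0.0189). Pnldc1 was at 16.2 ± 7.70 against 0.422 ± 0.300 CPM (log2 fold change 5.11, SE 0.594, edgeR adjusted p = 3.7e-05) and Cgref1 at 7.69 ± 3.18 against 0.349 ± 0.472 CPM (log2 fold change 4.84, SE 0.746, edgeR adjusted p = 0.000577). Slc22a7 was lowered to 2.00 ± 0.774 from 40.3 ± 13.0 CPM (log2 fold change -4.33, SE 0.411, edgeR adjusted p = 4.03e-06). Serpina12 was at 0.502 ± 0.524 against 74.9 ± 121 CPM (log2 fold change -7.21, SE 1.11, edgeR adjusted p = 0.000577), and Serpina1e, of a multigene family, at 11.0 ± 7.18 against 1378 ± 2691 CPM (log2 fold change -6.97, SE 1.38, edgeR adjusted p = 0.00381). Without WT NASH replicate 4 the log2 fold change of Serpina12 was -5.39 and that of Serpina1e -4.01, and both stayed called. All 6 stayed called with sex, the slope or both as terms. Cgref1 was not called in males alone, and all but Cidec were not called in females alone.

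KO NASH against KO chow gave the effect of the diet in the absence of Pck1. edgeR called 475 genes, 255 higher and 220 lower, 329 of them at least 2-fold, and 3199 had an unadjusted p under 0.05. DESeq2 called 1303 and limma voom 1835. Sex as a term gave 574 (435 shared), the slope 917 (446 shared) and both terms 1352 (453 shared). Males alone gave 67 (57 shared). Females alone, 1 KO NASH and 2 KO chow libraries, gave 0 by edgeR, with 1198 at an unadjusted p under 0.05; no other tool was run on them. The count was 768 without WT NASH replicate 4, 163, 784, 160 and 201 without KO chow replicates 1, 3, 4 and 5, and 222, 197, 240, 196 and 142 without KO NASH replicates 1 to 5.

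**Figure D3:**
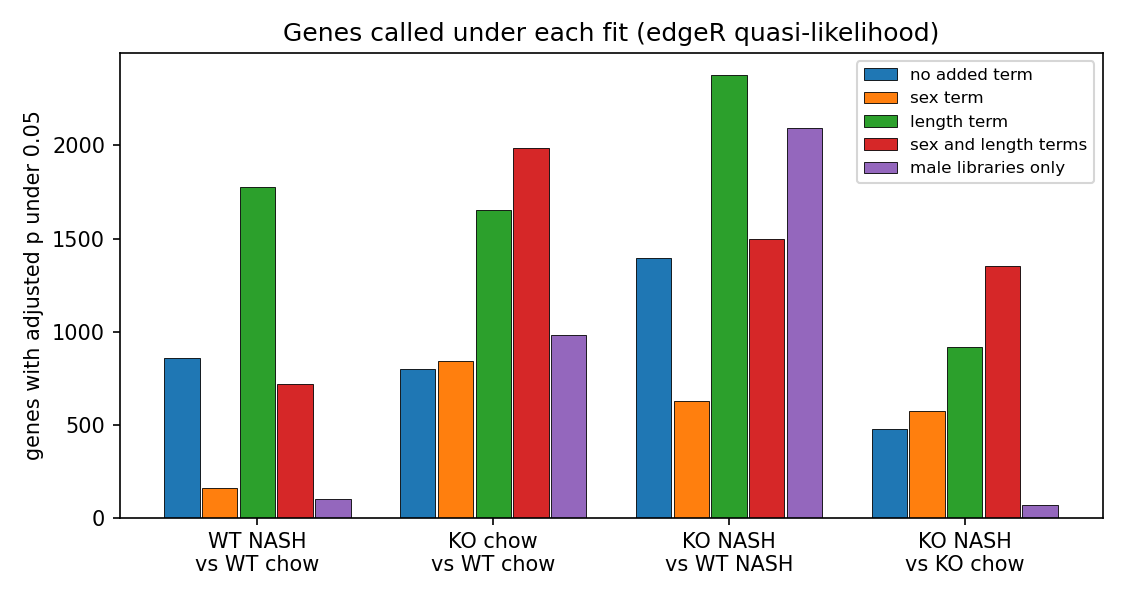
Number of genes at an edgeR adjusted p under 0.05 for 4 comparisons, as bars from 0, with no added term, with sex, the length slope or both as terms, and in male libraries only. For WT NASH against WT chow the count was 857 with no added term, 161 with sex and 1777 with the slope.

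The genotype comparisons shared 351 called genes, 346 of them changed in the same direction on both diets, where 76.98 shared genes were expected by chance. The diet comparisons shared 133 genes, 132 in the same direction, with 28.19 expected. The members of each pair had no library in common. With sex as a term the shared genes were 197 and 43, with the slope 687 and 310, with both terms 475 and 160, and in males alone 385 and 2. DESeq2 gave 605 and 388, limma voom 1624 and 910, only the 2 groups compared 168 and 43, and no low-count filter 285 and 62. With KO NASH replicates 1 and 5 as 1 sample the shared genes were 227 and 57. The overlap of the genotype comparisons was 217 without WT chow replicate 3, 195 and 187 without KO chow replicates 1 and 2, and 229, 226 and 220 without KO NASH replicates 1, 3 and 5. That of the diet comparisons was 83 without WT chow replicate 3 and 72, 65, 77, 298 and 63 without WT NASH replicates 1 to 5. It was 53, 223, 55 and 72 without KO chow replicates 1, 3, 4 and 5, and 63, 49, 78, 59 and 45 without KO NASH replicates 1 to 5.

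The interaction asked whether the genotype effect differed between diets. edgeR called 20 genes, 8 with a higher and 12 with a lower value on the NASH diet, all at least 2-fold, and 1191 had an unadjusted p under 0.05. DESeq2 called 189, limma voom with quality weights 1949 and the fit with the replicate number as a block 4. The count was 4 with sex as a term (4 shared), 190 with the slope (20 shared), 69 with both (11 shared) and 5 in males alone (0 shared, with 1880 at an unadjusted p under 0.05). In that fit the median of all genes moved by 0.11 on the log2 scale. The count was 8, 5, 4, 11 and 7 without WT chow replicates 1 to 5, 4, 4, 145 and 4 without WT NASH replicates 2 to 5, 6 and 9 without KO chow replicates 3 and 5, and 4, 50, 4 and 7 without KO NASH replicates 1, 2, 4 and 5.

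The 4 named interaction genes differed in their pattern. Fmn1 was at 2.22 ± 0.395 CPM in WT chow, 16.6 ± 3.29 in WT NASH, 3.84 ± 0.869 in KO chow and 6.58 ± 1.39 in KO NASH (interaction -2.12, SE 0.301, edgeR adjusted p = 0.00499). Aqp4 was at 10.5 ± 2.11, 0.714 ± 0.315, 21.8 ± 4.88 and 10.6 ± 4.03 CPM in that order (interaction 2.78, SE 0.404, edgeR adjusted p = 0.00499). Cidec was at 42.2 ± 26.7, 0.885 ± 0.434, 295 ± 138 and 114 ± 25.5 CPM (interaction 4.17, SE 0.656, edgeR adjusted p = 0.0111). Pik3c2g was at 4.22 ± 1.19, 4.21 ± 1.33, 9.76 ± 3.27 and 2.01 ± 0.455 CPM (interaction -2.28, SE 0.402, edgeR adjusted p = 0.0315). When sex was a term, Fmn1 and Aqp4 stayed called (edgeR adjusted p of 0.0497 and 0.0261, in ranges of 1.06e-07 to 0.0929 and 4.56e-07 to 0.133) and Cidec and Pik3c2g did not (edgeR adjusted p of 0.178 for each, in ranges of 4.56e-07 to 0.197 and 2.87e-05 to 0.306). None of the 4 was called in males alone. The Pik3c2g call was lost without WT chow replicates 2, 3 or 5, WT NASH replicates 2, 3 or 5, or KO NASH replicates 1 or 4, with edgeR adjusted p up to 0.0713. The Cidec call was lost with the replicate number as a block.

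**Figure D4:**
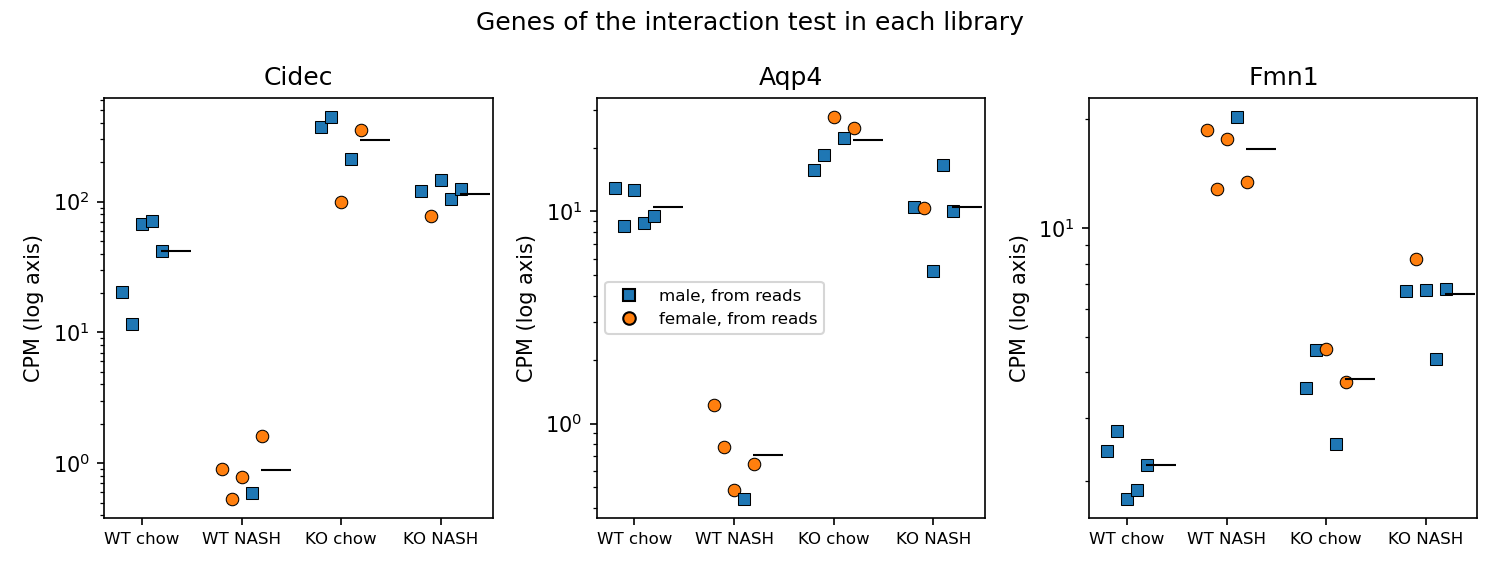
CPM on a log axis of Cidec, Aqp4 and Fmn1 in each of the 20 libraries by group, with squares for libraries read as male, circles for female and a bar at the mean of 5 libraries. Cidec and Aqp4 lie lowest in WT NASH, with means of 0.885 and 0.714 CPM, and Fmn1 lies highest there, with a mean of 16.6 CPM.

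Of the gene lists, only the lipid list was called by fry, in both genotype comparisons. Its 14 tested members had a median log2 fold change of 0.90 in KO chow against WT chow (fry adjusted p = 0.000609), with 5 called over all genes and 8 adjusted over the list alone, all higher. In KO NASH against WT NASH the median was 0.66 (fry adjusted p = 0.00368), with 9 called over all genes, 6 higher and 3 lower, and 12 adjusted over the list alone, 7 higher and 5 lower. Both calls were kept without any single library, with sex, the slope or both as terms, in males alone and, for the NASH diet, in females alone. In WT NASH against WT chow the median was -0.13 (fry adjusted p = 0.668), with 7 called, 3 higher and 4 lower, and 9 adjusted over the list alone, 4 higher and 5 lower. The most changed called member was Cd36 in KO chow (151 ± 105 CPM in WT and 1383 ± 910 in KO, log2 fold change 3.20, SE 0.475, edgeR adjusted p = 0.000811), and Cidec in the other comparisons.

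The fibrosis list was not called by fry in any comparison. Its 13 members had a median of 0.82 in KO NASH against WT NASH (fry adjusted p = 0.0726), 0.40 in WT NASH against WT chow (fry adjusted p = 0.278) and 0.04 in KO chow against WT chow (fry adjusted p = 0.516). Camera called the first of these (adjusted p = 0.00741, in a range of 0.00741 to 0.746 over the alternatives) and the lipid list in both genotype comparisons. Of the camera calls, those of the lipid list hold under fry and that of the fibrosis list does not. Without KO NASH replicate 4 fry called the fibrosis list on the NASH diet (adjusted p = 0.0389). Col4a1 was its most changed called member, with log2 fold changes of 1.71 (SE 0.337, edgeR adjusted p = 0.00571) in KO chow and 1.69 (SE 0.336, edgeR adjusted p = 0.00401) in KO NASH. In KO NASH 2 members were called over all genes and 4 adjusted over the list alone, in KO chow 1 and 1, and in WT NASH 0 and 0 by edgeR, where 1 had an unadjusted p under 0.05, DESeq2 called 0 and limma voom 5.

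The 6 PDGF genes had a median of 0.85 in KO NASH against WT NASH, and the list was not called (fry adjusted p = 0.0726). It was called without KO chow replicate 4, KO NASH replicate 2 or KO NASH replicate 4, with a lowest fry adjusted p of 0.0356. In WT NASH the median was 0.12, the mean -0.03 and the direction of the test upward (fry adjusted p = 0.903). In KO chow the median was 0.01, the mean 0.00 to 2 decimals and the direction of the test upward (fry adjusted p = 0.801). Over all genes and adjusted over the list alone, 2 and 2 members were called in KO NASH, 1 and 1 in WT NASH, and 0 and 0 by edgeR in KO chow, where 0 had an unadjusted p under 0.05, DESeq2 called 0 and limma voom 3. Pdgfa was lower in WT NASH than in WT chow (log2 fold change -1.13, SE 0.309, edgeR adjusted p = 0.0357) and higher in KO NASH than in WT NASH (log2 fold change 1.25, SE 0.307, edgeR adjusted p = 0.0155). Neither was called with sex as a term (edgeR adjusted p of 0.288 and 0.0699, in ranges of 0.000457 to 0.864 and 0.000155 to 0.572). The call in WT NASH was also lost without WT chow replicates 3, 4 or 5 or WT NASH replicates 1, 2, 3 or 5, with edgeR adjusted p up to 0.096.

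The inflammation and gluconeogenesis lists were not called. For 12 inflammation genes the median was -0.08 and the mean -0.09 in WT NASH, where the direction of the test was upward (fry adjusted p = 0.668). The median was 0.55 in KO chow (fry adjusted p = 0.278). It was 0.01 in KO NASH (fry adjusted p = 0.668), where the mean was 0.42. With single libraries left out the medians ranged from -0.26 (WT chow replicate 1) to 0.50 (WT chow replicate 4) in WT NASH, from -0.25 (KO chow replicate 5) to 1.08 (WT chow replicate 4) in KO chow and from -0.11 (KO NASH replicate 1) to 0.18 (WT NASH replicate 4) in KO NASH. In males alone they were 0.79, -0.26 and -0.44, so no direction is given for this list. Over all genes and adjusted over the list alone, 1 and 3 members were called in WT NASH, 1 and 2 in KO chow, and 2 and 2 in KO NASH. Cd68 was raised in WT NASH and KO chow over WT chow, with log2 fold changes of 1.01 (SE 0.281, edgeR adjusted p = 0.038) and 1.03 (SE 0.28, edgeR adjusted p = 0.036). Neither Cd68 call held with sex as a term (edgeR adjusted p of 0.214 and 0.0568, in ranges of 0.000329 to 0.399 and 0.00116 to 0.151) or without WT chow replicates 1, 3, 4 or 5. The first was also lost without WT NASH replicates 1, 2, 3 or 5 and the second without KO chow replicates 2, 3 or 4, with edgeR adjusted p up to 0.0951 and 0.0856. Gpnmb was raised in KO NASH over WT NASH (9.65 ± 5.77 against 0.622 ± 0.812 CPM, log2 fold change 4.22, SE 0.753, edgeR adjusted p = 0.00177), also with sex or both terms, but was not called in males alone. The 10 gluconeogenesis genes, without Pck1, had medians of -0.27 in WT NASH, 0.15 in KO chow and 0.30 in KO NASH (fry adjusted p of 0.198, 0.516 and 0.533). Over all genes 0 of them were called by edgeR in each comparison, and adjusted over the list alone 0, 1 and 0. At an unadjusted p under 0.05 there were 3, 1 and 1 by edgeR, while DESeq2 called 0, 1 and 0 over all genes and limma voom 4, 2 and 0.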

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

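The tests of sex, of the length trend of WT NASH replicate 4, of counting noise and of the interactions of Fmn1, Aqp4, Cidec and Pik3c2g were chosen only after the result was seen; the tests of a wrong diet label and of the Cyp2b9 interaction under the adjusted p were written before their own results were seen, though the terms they use were chosen after seeing the data. For the gap ratios, gene values were taken as log2 of the CPM plus 0.5, and measures of a whole library were left as they are. A library was singled out when its gap to the nearest other library of its group, divided by the range of the group, was above 0.71. This was met by 14 of 120 groups of values examined, where about 6 are expected by chance, and 7 of the 14 fell on WT NASH replicate 4.

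WT NASH replicate 4 lay apart from the other 4 libraries of its group in Cyp4a12b (gap ratio 0.963, at 13.4 CPM), Cyp2b9 (0.947, at 0.589 CPM), Moxd1 (1, at 380 CPM against 0 counts in the others), Hsd3b5 (0.965, at 322 CPM), Gpnmb (0.733, at 2.06 CPM) and its TMM factor (0.742, at 0.683). Over all genes tested, 17% were set apart in this way in WT NASH against 3.68% to 5.27% in the other groups, and 2240 of those 2452 genes (91.4%) were set apart by replicate 4. A chow library labelled as NASH is argued against: of the genes called in KO NASH against KO chow, 82.7% moved the same way in replicate 4 against the WT chow libraries of negative slope, where random gene sets gave 46.7% to 55.6%. The length trend of replicate 4 is in line with the pattern, since the 2235 genes set apart by replicate 4, sex-linked ones left out, differed by a signed median of 0.75 (log2) between negative-slope and positive-slope KO chow libraries. Replicate 4 is also the only male of its group. For the same 2235 genes the signed median of male minus female in KO chow was -0.0219, slightly below the random sets (-0.012 to 0.0304) and opposite in sign to what sex predicts. The KO chow libraries of negative slope were a male (replicate 4, of 3 males) and a female (replicate 5, of 2 females). The value is therefore not free of the length trend, and its sign does not count against sex. Sex is left open because this value is small; the size below which it is left open was chosen after the value was seen. For single genes, Cyp4a12b, Hsd3b5 and Moxd1 are on the list of male-biased genes described under the other observations, and Cyp2b9 on the female-biased list, so sex may contribute to these 4. Depth was also lowest in this library, at 9958935 counts, and no biological explanation beyond sex was tested.

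Sult2a1 (gap ratio 1, at 164 CPM) and Cyp3a16 (0.951, at 17.6 CPM) were high in KO NASH replicate 2 alone, the only library of that group read as female. In WT NASH and KO chow, each of the 6 female libraries lay above every male of its group for both genes. Their ranges in WT NASH females were 13.4 to 1381 CPM for Sult2a1 and 4.26 to 567 CPM for Cyp3a16, against 0.294 and 0.883 CPM in the male. The sex of replicate 2 is thus a candidate explanation. Both genes have close paralogs, and reads shared with these were not tested.

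Low counts bear on 2 of these values. Cyp3a16 was highest in WT chow replicate 4 (gap ratio 0.752), where 3 of the 8 counts of the group lay; an exact multinomial test by library size, approximated by 100000 draws, gave p = 0.509, so counting noise could account for it. Moxd1 was highest in KO chow replicate 2 (gap ratio 1), which held all 30 counts, with p = 1e-05 by the same exact test, the smallest the draws can give. Counting noise is argued against for this gene. What set replicate 2 apart stays open, and no biological explanation was tested.

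Cyp4a12b was lowest in WT chow replicate 4 (gap ratio 0.789), at 82.2 CPM against 147 to 172 CPM in the other 4. Replicates 3 and 5, which have negative slopes too, were at 147 and 148 CPM. Serpina12 was highest in KO chow replicate 5 (gap ratio 0.804), at 2.25 CPM. No explanation was tested for these 2 values, and chance stays open.

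The effect of genotype differed between the diets by the interaction test for the 5 genes given here. For Fmn1 (-2.12, log2) and Aqp4 (2.78) the sex makeup of the groups is argued against as the whole cause, since both stayed called with sex as a term, the larger edgeR adjusted p being 0.0497, close to the threshold. The length trend is argued against as well (larger adjusted p 0.00335 with the slope as a term), and with both terms the values were -2.05 and 3.16 (edgeR adjusted p = 0.00936 for each). A different response of these 2 genes to the diet when Pck1 is lost may therefore be considered as a hypothesis; in males alone, with 1 WT NASH library, neither was called (edgeR adjusted p of 0.0929 and 0.133). Cidec (4.17) and Pik3c2g (-2.28) kept their call with the slope (larger adjusted p 0.00546), which argues against the length trend, but not with sex (edgeR adjusted p of 0.178 for each). With both terms Pik3c2g was called (-2.16, edgeR adjusted p = 0.0411) and Cidec was not (3.19, edgeR adjusted p = 0.0537). Cidec was also not called with the replicate number as a block. The values moved little, to 3.70 (SE 0.802) and -2.18 (SE 0.496) with sex, and were 4.68 (SE 1.25) and -1.54 (SE 0.587) in males alone. The sex makeup as the whole cause is argued against, as the largest unadjusted p of these 4 was 0.0202 by edgeR. This criterion is looser than the adjusted p used for the other interactions, was chosen after the adjusted p was seen, and rests in part on 1 male WT NASH library. For Cyp2b9 (-9.79) the length trend is argued against (edgeR adjusted p = 0.0117 with the slope) and the sex makeup stays open (edgeR adjusted p = 0.607 with sex, value -5.36), also by the looser criterion, since in males alone the value was 1.63 (SE 2.57). WT chow had 1 to 37 counts of Cyp2b9 per library, so the size of this interaction is poorly determined.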

How the results depend on the processing

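The settings with sex, the length slope, both terms, a single sex, or KO NASH replicates 1 and 5 as 1 sample were chosen only after seeing the data; the others were set beforehand. The results compared are the 5 counts of called genes, the 2 Pck1 values and the 15 list tests. Where a count, list or Pck1 result changed below, the cause was not tested unless stated. No called value of these, and none of the 30 calls of named genes, changed direction. Medians of lists that were not called did change sign in some fits. With single libraries left out these were fibrosis in KO chow (0.04, and -0.11 without KO chow replicate 2), PDGF in WT NASH (0.12, and -0.07 without WT chow replicate 3) and in KO chow (0.01, and -0.04 without KO chow replicate 2), and lipid in WT NASH (-0.13, and 0.05 without WT chow replicate 4). The same held for inflammation in WT NASH (-0.08, and 0.50 without WT chow replicate 4), KO chow (0.55, and -0.25 without KO chow replicate 5) and KO NASH (0.01, and -0.11 without KO NASH replicate 1). All 22 stayed on their side of the threshold, or, for counts, within 1.5 times the count given in the report, with RLE size factors and with scaling that left out the 20 most abundant genes, as did the 5 counts with an added threshold on the fold change.

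Other filters gave other counts. With no low-count filter KO NASH against KO chow had 253 genes. With a mean of at least 5 CPM there were 887 for KO NASH against WT NASH, 299 for KO NASH against KO chow and 12 for the interaction. The other 21 and 19 results were kept under these filters, and Pck1 was called under both.

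The choice of tool moved every count. DESeq2, which gave no adjusted p for 19 genes, called 1496 for WT NASH against WT chow, 1389 for KO chow against WT chow, 2196 for KO NASH against WT NASH, 1303 for KO NASH against KO chow and 189 for the interaction. Limma voom with sample quality weights called 5866, 5836, 3434, 1835 and 1949. In WT chow its weights were lower for the libraries of positive slope, and in WT NASH and KO chow for those of negative slope. Its counts against WT chow and for the interaction are therefore not separated from the length trend. Limma voom changed list results too. It also called the fibrosis list (median 0.74, fry adjusted p = 0.019) and the PDGF list (median 0.70, fry adjusted p = 0.0296) in KO NASH against WT NASH. Camera called the fibrosis list there too, at a median of 0.82 (adjusted p = 0.00741). Over all alternatives the adjusted p of these lists ranged from 0.00741 to 0.746 and from 0.0296 to 0.668. The cause was not tested. Of the 30 named calls, DESeq2 lost 1 (Moxd1) and limma voom 4.

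With only the 2 groups compared in the fit, which leaves fewer samples to estimate the spread, the counts were 426 (56.1% higher, against 45.4%), 332, 2119 and 315 in the order above, and 4 of 26 named calls were lost.

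The replicate numbers were not taken as a pairing of the samples, because in no comparison were all 5 same-numbered pairs alike. The correlation across genes of same-numbered deviations from the group means was over 0.1 in 2, 4, 1 and 2 of 5 pairs for the 4 comparisons, with means of 0.13, 0.24, 0.02 and -0.09. For KO chow against WT chow the 4 such pairs had correlations of 0.17 to 0.52, against a mean of -0.06 for other pairs, and replicate 3 had -0.33. Numbers 1, 2, 4 and 5 have slopes of the same sign in these 2 groups and number 3 does not, so that a pairing was not separated from the length trend. With the replicate number as a block (replicate block) the interaction had 4 genes, and the other counts were 1026, 883, 1457 and 535. The block changed no other result of the 22, and 1 named call (the Cidec interaction, edgeR adjusted p = 0.0567, in a range of 4.56e-07 to 0.197).

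Sex as a term gave 161 for WT NASH against WT chow, 625 for KO NASH against WT NASH and 4 for the interaction. With the length slope they rose to 1777, 1655, 2378, 917 and 190. With both they were 1987 for KO chow against WT chow, 1352 for KO NASH against KO chow and 69 for the interaction. Of the 30 named calls, 9 were lost with sex, 0 with the slope and 6 with both; the sex term itself was significant in 339 genes and the slope in 8338 (edgeR adjusted p under 0.05, both terms fitted).

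Male libraries alone gave 99 for WT NASH against WT chow, 2096 for KO NASH against WT NASH, 67 for KO NASH against KO chow and 5 for the interaction, and 16 of 30 named calls were lost. Female libraries alone gave 17 for KO NASH against WT NASH, and for KO NASH against KO chow 0 by edgeR, with 1198 at an unadjusted p under 0.05 and no other tool run. Pck1 in KO NASH against WT NASH was at -2.21 there and not called (edgeR adjusted p = 0.174, in a range of 2.19e-16 to 0.174), and 8 of 9 named calls were lost. Both fits had groups of 1 library, which are assumed to vary like the others. With KO NASH replicates 1 and 5 as 1 sample the counts were 756 for KO NASH against WT NASH, 183 for KO NASH against KO chow and 4 for the interaction, and 4 named calls were lost.

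Leaving out each library in turn moved the counts between 409 (without WT NASH replicate 2) and 1718 (without WT NASH replicate 4) for WT NASH against WT chow, between 348 (KO chow replicate 2) and 1220 (KO chow replicate 5) for KO chow against WT chow, between 702 (KO NASH replicate 5) and 1704 (KO chow replicate 5) for KO NASH against WT NASH, between 142 (KO NASH replicate 5) and 784 (KO chow replicate 3) for KO NASH against KO chow, and between 4 (WT chow replicate 3, among others) and 145 (WT NASH replicate 4) for the interaction. The report gives the count without each library that moved it beyond 1.5 times. Pck1 stayed called in all 20 fits, between -2.68 and -2.40 on chow and between -2.45 and -2.25 on the NASH diet. The fibrosis list in KO NASH against WT NASH had medians of 0.60 to 1.00 and was called without KO NASH replicate 4 (fry adjusted p = 0.0389). The PDGF list there had medians of 0.74 to 0.94 and was called without KO chow replicate 4, KO NASH replicate 2 or KO NASH replicate 4 (lowest fry adjusted p = 0.0356). The lipid calls were kept in all 20.

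Depth limits the genes with few counts in a group. In WT chow, Sult2a1 had at most 1 count per library and Cyp3a16 at most 3, so that the size of their changes is poorly determined at 13369736 to 19226435 counts per library.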

Other observations

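The tests of other splits of the libraries without the slope, of sex and length as contributors or whole cause, of the similarity of KO NASH replicates 1 and 5, of the clock genes, of female RNA in male libraries and of the female-biased class were chosen only after the result was seen. The splits with the slope as a term, the difference between the sex-biased lists and its length test, and the test of the red blood cell genes were written before their own results were seen, though the slope term and the sex-biased lists were themselves chosen after seeing the data.

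The libraries of each comparison were regrouped in 100 of the 126 possible splits, or 100 of 31752 for the interaction, the real one included. As many called genes as in the real split came from 6 splits for WT NASH against WT chow and 5 for KO chow against WT chow, so that chance was not excluded for these counts. The larger splits followed the length slope: their groups differed by 4, and by 3 to 5, libraries of negative slope, against 2 and 1 in the real splits, and gave up to 3829 and 7051 genes. With the slope as a term, 60 of the 126 possible splits were run, and only the real one was as large in each case. The real splits gave 1777 genes against at most 613, and 1655 against at most 1338. Chance is argued against within the splits run, less clearly for KO chow against WT chow. There the 60 included no split with a difference of 5 libraries of negative slope. Chance is also argued against for KO NASH against WT NASH (1 of 100, with at most 18 genes in the others). The same held for KO NASH against KO chow (1 of 100, at most 30). For the interaction, too, only the real split was as large (1 of 100, at most 3 in the others). Those splits exchanged the genotypes within each diet, which also removed the genotype effect common to the diets. They therefore cannot decide whether chance accounts for the interaction calls.

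The sex makeup of the groups may contribute to the calls. Genes called in WT NASH against WT chow differed by a signed median of 0.21 (log2; random sets -0.03 to 0.04) between female and male KO chow libraries, and those of KO NASH against WT NASH by -0.34, where the sign is set by the direction of each call. Both lay outside 10000 random gene sets matched on expression and in the direction the makeup predicts. For KO chow against WT chow a contribution stays open: the value of 0.19 comes from KO NASH, which holds 1 female library. As the whole cause the sex makeup is argued against, because 147 of 857, 638 of 798 and 563 of 1393 calls kept their direction and their call with sex as a term (WT NASH against WT chow, KO chow against WT chow and KO NASH against WT NASH). For the calls that were lost it stays open. The term assumes the same sex difference in every group, and WT NASH holds 1 male, which also has a negative slope.

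A length trend may contribute too. The signed medians between libraries of negative and positive slope were -0.32 for WT NASH against WT chow (in KO chow), -0.28 for KO NASH against WT NASH (in WT chow) and -0.40 for KO NASH against KO chow (in WT chow), all beyond the matched random sets. As the whole cause it is argued against, since with the slope as a term 826, 784, 1336 and 446 of the calls in the 4 comparisons remained with the same direction. What made the slopes differ, such as RNA quality or library preparation, was not tested.

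KO NASH replicates 1 and 5 were closer to each other than any other pair of 1 group. A single library entered under 2 names is argued against by a chi-square of 7.81 per degree of freedom. Their biological coefficient of variation was 9.43%, against 15.2% for the next closest pair (WT NASH replicates 2 and 5). They also shared high Igfbp1, at 620 and 601 CPM against 22.4 to 126 CPM in the other 3, a gene singled out after its values were seen. Shared handling, feeding state or parentage may be behind this and cannot be told apart, because the labels give none of them. The chi-square bears only on a single library and cannot exclude separate libraries from the same liver. The labels number these mice separately.

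Sex-biased genes differed within males. Lists of 16 male-biased and 16 female-biased liver genes were written after the named genes were seen and before the lists were tested. With the named genes left out, the median log2 fold change of 12 male-biased genes in male KO chow (3) against male WT chow (5) was -1.76, all 12 were lower, and the difference between the female-biased and male-biased medians was 1.55 (random lists -0.70 to 0.74). The length trend is argued against by a difference of 1.73 with the slope as a term. Female RNA mixed into these libraries is argued against, since the highest Xist in male KO chow libraries was 0.0393% of the female mean, where a share of 70.5% would be needed. A rise of the female-biased genes as a class stays open: 5 of 11 were higher and their median was -0.21. In KO NASH against WT NASH the difference in males was 4.11, with 1 WT library. A loss of male-biased expression in KO liver may be put as a hypothesis, for chow only, where the mice's litters and housing are not given.

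Some clock genes differed in WT. In WT NASH against WT chow, Arntl (log2 fold change 2.73, SE 0.337, edgeR adjusted p = 9.4e-05) and Npas2 (4.11, SE 0.712, edgeR adjusted p = 0.00206) rose, and the other 9 were not called. Dbp, Per3, Tef and Ciart were lower (edgeR adjusted p of 0.0538, 0.0633, 0.0767 and 0.145), as were Per2 (-0.38) and Nr1d2 (-0.37), while Nr1d1 (1.08, edgeR adjusted p = 0.146), Clock (0.42) and Per1 (0.18) were higher. The length trend and the sex makeup are argued against as the whole cause of the rise of Arntl and Npas2, which stayed called with both terms at 3.02 and 4.34 (larger edgeR adjusted p 0.00128). In that fit Tef (-1.43), Per3 (-2.76) and Dbp (-2.45) were called lower (edgeR adjusted p of 0.00432, 0.0124 and 0.0272). In KO NASH against KO chow the activators Arntl, Npas2 and Clock did not rank clearly above the 8 other clock genes (exact one-sided p of 0.248 over 165 arrangements of the genes, which are not independent). In KO NASH against WT NASH, Arntl was lower (-1.42, edgeR adjusted p = 0.0088) and Dbp (1.92, edgeR adjusted p = 0.036) and Ciart (1.79, edgeR adjusted p = 0.0221) were higher. The lowest edgeR adjusted p of the 11 circadian genes was 0.403 in KO chow against WT chow and 0.0609 in KO NASH against KO chow. A shift of the clock phase or of the hour of sampling stays open, and an effect of the diet on the clock cannot be separated from the hour of sampling, which the labels do not give.

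Red blood cell genes were lower on the NASH diet. Hbb-bs changed by -2.31 in WT (edgeR adjusted p = 0.00311) and -2.57 in KO (edgeR adjusted p = 0.00468), and Hbb-bt by -2.16 (edgeR adjusted p = 0.0128) and -2.00 (edgeR adjusted p = 0.0302). Of the 5 genes on the list, 4 were lower in both genotypes, while Alas2 changed by 0.56 in KO (edgeR adjusted p = 0.658). The globin genes share reads as close paralogs. Alas2 followed the sex of the libraries. In KO chow it was at 8.07 and 8.11 CPM in females and 34.6 to 38.0 CPM in males. In WT NASH it was at 6.52 to 10.5 CPM in females and 150 CPM in the male. The changes of Alas2 in the pooled groups therefore do not bear clearly on blood. Among KO males it was not clearly lower on the NASH diet, at 33.7 to 70.6 CPM. Less blood in the NASH livers stays open, since the sex and slope of the libraries differ between the diets.

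The remaining marker lists gave isolated calls by edgeR. Of the fasting response genes, Pdk4 was higher in KO chow than in WT chow (log2 fold change 3.76, adjusted p = 0.004), and Fgf21 was higher in KO NASH than in WT NASH (1.82, adjusted p = 0.0423). The pancreas list had 1 of 8 genes above the filter, Cela1, lower in KO NASH than in WT NASH (-3.15, adjusted p = 0.00288) and highest in WT NASH replicate 4, at 107 CPM. The adipose tissue list had 1 of 5, Cfd, at 3.59 to 54.3 CPM in KO NASH and at most 0.0645 CPM in WT NASH (adjusted p = 0.000687); no fold is given against so few counts. Of 6 B and T cell genes tested, Cd3e was higher in WT NASH than in WT chow (2.11, adjusted p = 0.0188) and Cd3g lower in KO NASH than in WT NASH (-1.81, adjusted p = 0.0371). The single female gene, Xist, and the 4 male genes follow the sex of the libraries. Xist was called in WT NASH against WT chow (11.19, adjusted p = 0.0385) and not in KO chow against WT chow (10.01, adjusted p = 0.0548), and the lowest adjusted p of a male gene in any comparison was 0.251.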
